A study of Mus musculus with 6 samples. Its data were reported in "SFRP2 modulates functional phenotype transition and energy metabolism of macrophages during diabetic wound healing" (2024).

How the data were processed

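The 6 libraries were RNA-seq libraries of wound tissues from db/db mice, a diabetic mouse line. Per the labels, a round skin wound of 6 mm was made through epidermis and dermis. NC siRNA, a control siRNA, or SFRP2 siRNA was injected around the wound at dpi1 (1 day post-injury). Wound tissues were collected at dpi4 and frozen. The sample titles carry day 3 in place of day 4, and which day they count from is not stated. Groups were taken from the titles, 3 libraries labelled NC and 3 labelled SFRP2-siRNA, and each library was treated as 1 animal. The titles number the treated samples siRNA-1 to siRNA-3. The study's supplement lists 3 SFRP2 siRNA sequences under the same names. Each treated library may thus have received a different sequence, which neither source states. They were treated as replicates, so a difference between sequences cannot be separated from one between animals.

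The authors prepared paired-end mRNA libraries and deposited one table of FPKM values (fragments per kilobase of gene, scaled to the mapped total of the library) for 33184 Ensembl gene IDs. The aligner, counter, genome build and annotation were not stated, so no coordinates are given. The authors state DESeq2 for their own tests, with an absolute log2 fold change above 1 and an adjusted p under 0.05. FPKM values fit no count model, so these thresholds were used with limma instead. Symbols were taken from a gene name table, which matched 32582 of the IDs and left 602 without a symbol.

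Each low FPKM value was a whole multiple of what 1 read is worth for that gene's length. Gene lengths from GENCODE vM21 gave whole reads for 96.5% of genes, and another length did so for the remaining 1155 genes. This gave the total behind each library, 42.9 M to 47.1 M reads (M, the prefix mega), and recovered reads summed to 100.02% to 100.04% of it. Of values between 1 and 20 reads, 63.8% were even, so the mates of a pair were counted singly and the reads are not independent. A value of 0.5 FPKM rested on a median of 83.9 reads. The recovery returned 99.91% of known counts when tested on simulated data for 3347 genes.

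Values were analysed as log2(FPKM + 1), and fold changes are on that scale, which understates the change of low genes. Genes with a mean of at least 0.5 FPKM over the 6 libraries were kept, 16005 in all, of which 114 had no symbol. The test was limma 3.58.1 (lmFit and eBayes with an intensity trend) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes kept. On simulated data with 200 genes changed by 2 on the log2 scale, limma recovered 86.2% of them at each gene's own spread, with a mean of 5.6 false calls. The changed genes were drawn from those with a mean log2 value above 2. Single values were also compared by a two-sided exact permutation test, whose smallest p for 3 against 3 libraries is 0.1.

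The study's gene set collections were not used here. In their place 25 lists were written by hand: 7 for energy metabolism, 7 for immune cells, 8 for tissue types, 1 for wnt genes and 2 for genes in the study's heat maps. The study showed the heat map genes for these same samples and does not state how they were chosen. Those 2 lists were thus not taken as independent evidence. Not every listed gene could be tested: 39 of 54 for complexes II to V, whose other symbols were absent from the table, and 7 of 17 for T cells. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 25 lists. The change of a list is its mean log2 fold change minus the median of all genes tested, 0.125 on the log2 scale. This relative value was adopted after the plain means had been seen, because scalings shifted that median by over 0.1; plain means are given as an alternative. The named genes followed a rule: Sfrp2, the 5 highest and 5 lowest genes past the threshold with groups that do not overlap, the stained markers, and up to 3 genes with the smallest p in each list. Where too few genes passed, the places were filled by the smallest unadjusted p among genes with an absolute log2 fold change above 1 and groups that do not overlap.

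The thresholds, the 25 lists, the naming rule and most alternatives were chosen before the data were examined. These alternatives were a pseudocount of 0.1, no filter, a filter at 2 FPKM, 4 other scalings, no intensity trend, the replicate number as a block, sample weights, leaving out each library, other thresholds, and camera with an estimated correlation, fry or fgsea 1.28.0 for the lists. One of the scalings left out the 23 genes above 0.5% of the summed FPKM in any library. After the data were seen, limma voom on the recovered reads, with and without median-of-ratios library sizes, lists without shared genes, and plain list means were added. Voom recovered 95.3% of 200 changed genes in simulated counts, with a mean of 6.2 false calls. That simulation gave every gene the same dispersion and changed only genes with many reads. Its rate thus does not reflect the real spread and cannot be set against that of limma. Also added after the list results were seen were 5 further gene lists and the ribosomal protein genes, used only to test explanations. Libraries of a group were compared for duplication, and their reads differed by a chi-square of 83.5 to 246 per degree of freedom. Tables were prepared with Python 3.11.15 and pandas 2.3.3.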

Results

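Transcript levels were measured by RNA-seq in wound tissues of db/db mice at dpi4, in 3 libraries labelled NC and 3 labelled SFRP2-siRNA. The FPKM values implied totals of 44.1 M, 46.9 M and 45.8 M reads in NC 1, 2 and 3. The libraries labelled SFRP2-siRNA 1, 2 and 3 had 42.9 M, 45.3 M and 47.1 M. Mean totals were 45.6 ± 1.41 M and 45.1 ± 2.11 M reads (SD, n = 3 each), a difference within the spread of the groups. Between 26081 and 27189 genes had a value above 0 in a library.

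The siRNA target was examined first. Sfrp2 (ENSMUSG00000027996) had 11.6, 40.6 and 14.1 FPKM in NC 1, 2 and 3. It had 50.6, 54.6 and 55.2 FPKM in the libraries labelled SFRP2-siRNA 1, 2 and 3. The means were 22.1 ± 16.1 and 53.5 ± 2.52 FPKM (SD, n = 3 each). The transcript was thus higher, not lower, in the libraries labelled SFRP2-siRNA, with a log2 fold change of 1.45 (SE 0.43). The groups did not overlap, and the exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. The unadjusted limma p was 0.0125 and the adjusted p was 0.518, so the difference did not pass the threshold. Without NC 2, the NC library with the highest value, the log2 fold change was 1.98, the largest over the alternatives. Since the target goes against the label, every direction below is stated for the libraries labelled SFRP2-siRNA and not for a loss of Sfrp2.

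**Figure D1:**
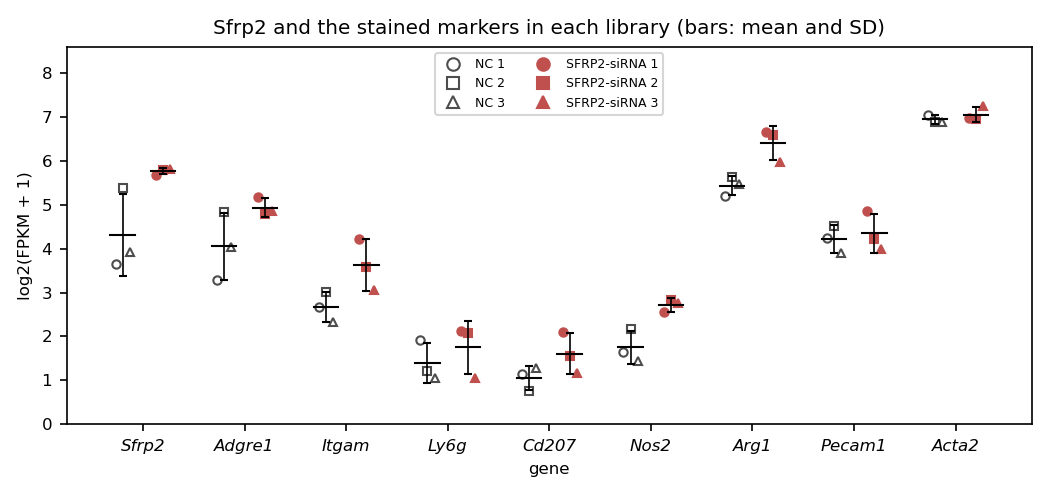
Expression as log2(FPKM + 1) of Sfrp2 and of the genes of the stained markers in each of the 6 libraries, with open grey symbols for NC, filled red symbols for SFRP2-siRNA, and bars for the mean and SD of each group. Sfrp2 lies at 11.6 to 40.6 FPKM in NC and at 50.6 to 55.2 FPKM in the libraries labelled SFRP2-siRNA, while Pecam1 and Acta2 overlap between the groups.

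To explore the changes of transcriptome, all 16005 genes were compared between the groups. No gene had an adjusted p under 0.05 with limma, 0 higher and 0 lower, and the smallest adjusted p was 0.518. At an unadjusted p under 0.05 there were 1533 genes, against 800 if genes were independent and nothing differed. Genes are not independent, and another split of the same 6 libraries gave 1667. Of these, 143 had an absolute log2 fold change above 1, with 41 higher and 102 lower in the libraries labelled SFRP2-siRNA. Leaving out NC 2 moved this count most, to 349. The groups did not overlap for 2854 genes, 17.8% of those tested, where chance gives 10%. Of these, 2226 were higher and 628 lower. This split holds for the values as deposited, where the median log2 fold change of all genes was 0.125. That median was 0.005 with median-of-ratios scaling, so the excess of higher genes may depend on the scaling.

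None of the genes named here passed the threshold, and each had an adjusted limma p of 0.518. The 5 genes with the smallest unadjusted p among the lower ones were Me1 (ENSMUSG00000032418), Angptl8 (ENSMUSG00000047822), Acly (ENSMUSG00000020917), Tmem179 (ENSMUSG00000054013) and Acss2 (ENSMUSG00000027605). Me1 had 125 ± 17.1 FPKM in NC and 48.2 ± 6.88 in the libraries labelled SFRP2-siRNA (SD, n = 3 each), a log2 fold change of -1.36 (SE 0.18). Acly had 246.5 ± 67.5 and 70.5 ± 10.1 FPKM, a log2 fold change of -1.76 (SE 0.26). The log2 fold changes of Angptl8, Tmem179 and Acss2 were -1.45, -1.02 and -1.38. Over all alternatives these 5 genes stayed lower.

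The 5 higher genes rested on few reads in some or all libraries. Mir133a-1 (ENSMUSG00000065399) had 1.94 ± 0.60 and 8.89 ± 4.54 FPKM, on 4 to 45 reads per library, a log2 fold change of 1.68. ENSMUSG00000119442, without a symbol, had a log2 fold change of 1.03 on 2 to 15 reads. Mir8105 (ENSMUSG00000098957) was listed at 0 in NC and had at most 6 reads in a library. Mup15 (ENSMUSG00000096674) had a log2 fold change of 1.25 on 5 to 121 reads, and belongs to a family of near-identical genes that can share reads. AC102496.1 (ENSMUSG00000117465) had a log2 fold change of 1.19 on 12 to 192 reads. Short genes such as the 2 microRNA genes can also take reads of an overlapping gene, so these values are uncertain.

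**Figure D2:**
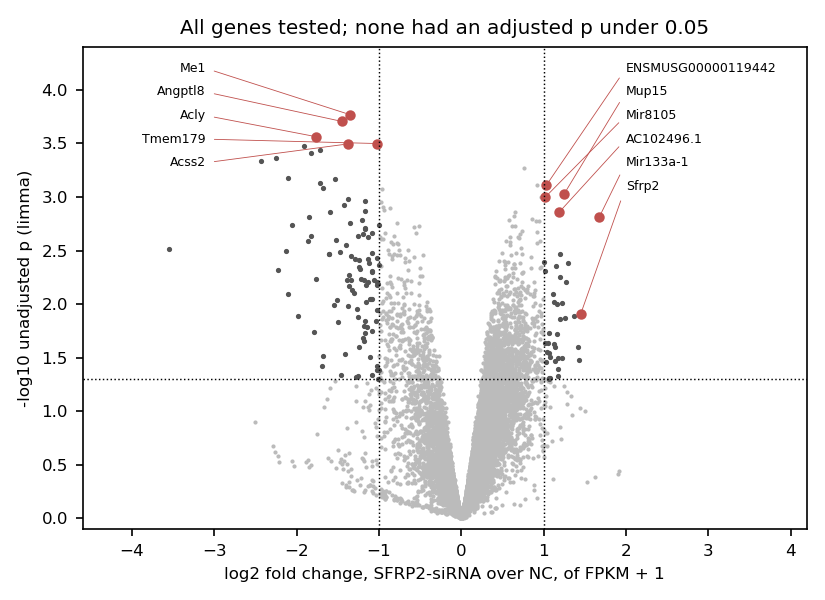
Log2 fold change of FPKM + 1, libraries labelled SFRP2-siRNA over NC, against -log10 of the unadjusted limma p for the 16005 genes tested, with dark points for the 143 genes at an unadjusted p under 0.05 and an absolute log2 fold change above 1 (dotted lines). Red points mark Sfrp2 and the 5 lower and 5 higher genes named in the text, none of which had an adjusted p under 0.05.

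The study asked whether SFRP2 siRNAs change transcripts of energy metabolism. All changes of lists are given relative to the median of all genes. Complex I genes had a mean log2 fold change of -0.56, with 35 of 36 genes lower in the libraries labelled SFRP2-siRNA. Without NC 1 it was -0.30. The change was -0.57 for complexes II to V, -1.16 for the 13 mitochondrially encoded genes, -0.85 for the TCA cycle, -0.81 for fatty acid oxidation and -1.02 for lipid synthesis. All 26 TCA cycle genes were lower. Glycolysis genes moved little, by -0.17, with 11 of 20 lower. Their plain mean was -0.04 as deposited and 0.05 after rescaling to equal sums, so this fall rests mostly on the median subtracted. Camera at its preset correlation gave adjusted p-values from 4.64e-32 for the TCA cycle to 0.00972 for glycolysis, so all 7 lists were called. These calls rest on that preset. The correlations estimated within the 7 lists were 0.06 to 0.80, and with them no list passed, the lowest adjusted p being 0.287. With fry no list passed either, and the lowest adjusted p was 0.12, for lipid synthesis. Before adjustment fry gave 0.0048 for lipid synthesis, 0.0172 for the TCA cycle, 0.0363 for fatty acid oxidation and 0.0399 for the mitochondrially encoded genes.

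The list scores of the 2 groups did not overlap for 5 of the 7 lists, with an exact permutation p of 0.1 each. For complex I the scores overlapped and the exact permutation p was 0.2. NC 1 stood highest in complex I, at 0.40 above the NC mean, and NC 2 and 3 were at -0.27 and -0.13. No gene of these lists passed adjustment over all genes tested. Adjusted over the list alone, 20 TCA cycle genes, 16 fatty acid oxidation genes, 14 lipid synthesis genes and 1 mitochondrially encoded gene had an adjusted limma p under 0.05, and 0 genes of the other 3 lists did. Pdhb of the TCA cycle had 92.9 ± 26.0 FPKM in NC and 39.9 ± 4.99 in the libraries labelled SFRP2-siRNA (SD, n = 3 each). Hadhb of fatty acid oxidation had 69.9 ± 19.5 and 26.7 ± 7.74 FPKM. The mitochondrially encoded transcripts made up 35.8%, 22.2% and 17.4% of the summed FPKM in NC 1, 2 and 3. Their share was 16.6%, 11.8% and 13.8% in the libraries labelled SFRP2-siRNA. The exact permutation p was 0.1.

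The study also asked about chemokines, macrophages and neutrophils. Macrophage genes had a mean log2 fold change of 0.66, and all 25 were higher in the libraries labelled SFRP2-siRNA. Chemokines and their receptors changed by 0.38, inflammatory polarization genes by 0.48 and anti-inflammatory polarization genes by 0.23. Camera called these 4 lists at its preset correlation, with adjusted p-values of 5.06e-09, 0.00369, 0.00141 and 0.0489. With estimated correlations or fry none of them passed. The list scores overlapped between the groups in all 4, with an exact permutation p of 0.2 each. Neutrophil genes changed by 0.46, T cell genes by 0.03 and Langerhans and dendritic cell genes by 0.10, and camera called none of these 3, with adjusted p-values of 0.173, 0.85 and 0.402. One library decided part of these values. Without SFRP2-siRNA 1, the change was 0.18 for chemokines, 0.27 for inflammatory polarization and 0.084 for anti-inflammatory polarization, and none of these 3 passed. They also lost the call without NC 3, and the anti-inflammatory list without SFRP2-siRNA 2. Adjusted over the list alone, 2 inflammatory polarization genes passed with limma and 0 genes of the other 6 immune lists; over all genes tested the count was 0.

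The genes of the proteins stained in the study were examined one by one. Nos2 had 2.45 ± 0.94 FPKM in NC and 5.59 ± 0.67 in the libraries labelled SFRP2-siRNA (SD, n = 3 each). Arg1 had 42.6 ± 6.28 and 85.8 ± 21.2 FPKM. Itgam, the gene of CD11b, had 5.49 ± 1.57 and 12.1 ± 5.29 FPKM. For these 3 genes the groups did not overlap, and the exact permutation p was 0.1. Adgre1, the gene of F4/80, had 17.2 ± 9.44 and 29.9 ± 4.67 FPKM, and NC 2 lay within the range of the other group. Ly6g, Cd207, Pecam1 and Acta2 had log2 fold changes of 0.36, 0.55, 0.14 and 0.11. The groups overlapped for each, with exact permutation p-values of 0.3, 0.2, 0.7 and 0.5. Pecam1 and Acta2 changed sign with median-of-ratios scaling. All 8 adjusted limma p-values were at least 0.518.

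A wound biopsy mixes tissues, so lists of tissue genes were compared as well. Fibroblast and matrix genes changed by 0.51, and all 21 were higher in the libraries labelled SFRP2-siRNA. Adipocyte genes changed by -0.78, keratinocyte genes by -0.43, sebaceous gland genes by -0.39, hair follicle genes by -1.38 and skeletal muscle genes by 0.49. Camera called these 6 lists, with adjusted p-values of 2.06e-06, 1.42e-11, 3.37e-06, 0.00517, 9.67e-07 and 0.0374. None of the 6 passed with estimated correlations or fry. The scores of the groups did not overlap only for the fibroblast list, with an exact permutation p of 0.1. The hair follicle value came from 1 library. SFRP2-siRNA 1 had a score of -5.14 for this list, against -0.42 to 0.75 in the other 5 libraries, and without it the change was 0.54. Wound-edge keratinocyte genes changed by 0.21, endothelial genes by -0.05 and wnt genes by -0.06, and camera called none of these 3. The plain means of the endothelial and wnt lists had the opposite sign, 0.08 and 0.06. Adjusted over the list alone, 3 adipocyte genes passed with limma and 0 genes of the other tissue lists and the wnt list; over all genes tested the count was 0.

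**Figure D3:**
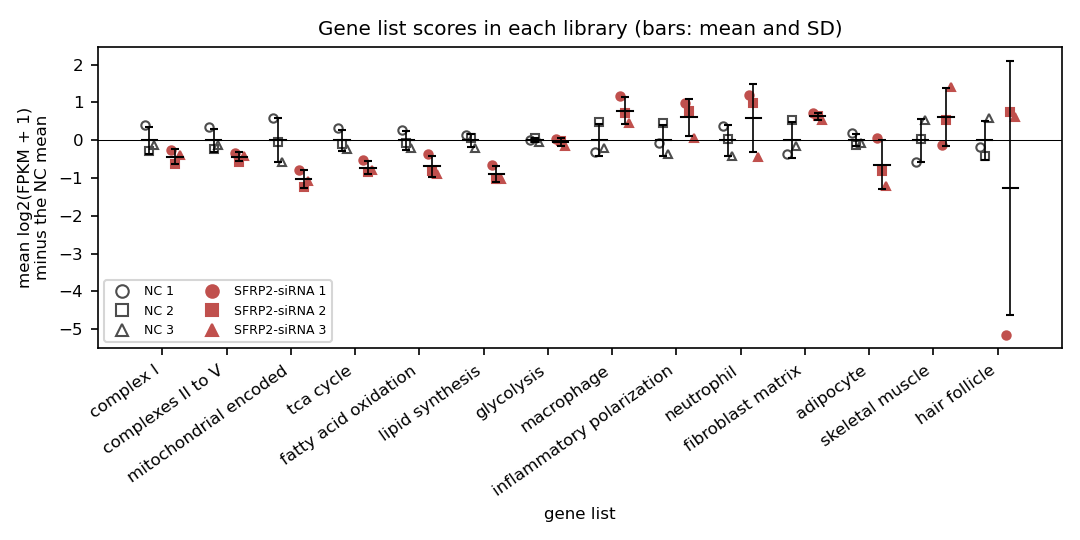
Mean log2(FPKM + 1) of the genes of 14 lists in each of the 6 libraries, minus the NC mean, with open grey symbols for NC, filled red symbols for SFRP2-siRNA, and bars for the mean and SD of each group. The TCA cycle and lipid synthesis scores of the groups do not overlap, and SFRP2-siRNA 1 stands alone at -5.14 for hair follicle genes.

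The genes shown in the study's heat maps were compared as 2 lists. The polarization genes changed by 0.18, with 12 of 19 higher in the libraries labelled SFRP2-siRNA, and camera did not call them (adjusted p 0.305). The neutrophil-related genes changed by 0.49, with 32 of 38 higher, and camera called them (adjusted p 8.33e-06), while fry did not (adjusted p 0.28). The list scores overlapped in both, with an exact permutation p of 0.2. Adjusted over the list alone, 1 of the neutrophil-related genes passed with limma and 0 polarization genes. These genes were shown for the same samples and may have been picked on them, so the counts are not taken as independent evidence.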

Values the study reported

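The study reported 768 differentially expressed genes in wound tissues at dpi4 after SFRP2 siRNAs. Of these, 263 were reported as upregulated and 505 as downregulated.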

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

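No alternative brought a gene past the adjusted threshold, and the smallest adjusted p over all fits was 0.119, with estimated sample weights. Without adjustment, 143 genes passed, 41 higher and 102 lower. Sfrp2 stayed higher in the libraries labelled SFRP2-siRNA in all 18 alternatives, by 1.12 to 1.98 on the log2 scale, and its lowest adjusted p was 0.256. Of 1483 fits of the 83 other named genes, 1475 kept their direction and their side of the threshold and 8 reversed, in 3 genes.

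The unadjusted count depended on the processing. It was 307 with a pseudocount of 0.1 (137 higher, 170 lower), which widens the changes of low genes. It was 218 with estimated sample weights, of which 95 were higher. Voom on the recovered reads gave 348 (165 higher, 183 lower), and with median-of-ratios library sizes 339 (66 higher, 273 lower). Of the 143 genes, 139 were also among the 348. Rescaling to equal sums gave 88 higher genes, and rescaling without the most abundant genes gave 164 lower ones. Median-of-ratios scaling gave 19 higher and 157 lower genes, and quantile normalization 22 higher. The scalings shift all genes at once: the median log2 fold change was 0.125 as deposited, 0.196 after rescaling to equal sums and 0.005 with median-of-ratios scaling. This moves genes across the limits on both sides, so the split between higher and lower genes is not fixed by these data. Across the 6 fits that each left out one library, the count ran from 105 (without NC 1) to 349 (without NC 2), with 26 to 229 higher and 79 to 177 lower.

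The replicate numbers showed no clear pairing of the libraries. Libraries with the same number deviated from their group means with correlations of -0.05, -0.15 and 0.38. With the replicate block, 0 genes passed the adjusted threshold, the neutrophil list was called at 0.46, and the anti-inflammatory list was not called at 0.23. The block gave 1929 genes at an unadjusted limma p under 0.05, against 1533 without it. The smallest adjusted limma p was 0.193 against 0.518, so a pairing by number is not excluded.

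Among the lists, 479 of 574 fits kept direction and call, 59 lost the call, 18 gained it and 18 reversed. All lists that camera called lost the call both with estimated correlations and with fry, at unchanged means: complex I -0.56, complexes II to V -0.57, mitochondrially encoded -1.16, TCA cycle -0.85, fatty acid oxidation -0.81, lipid synthesis -1.02, glycolysis -0.17, chemokines 0.38, macrophage 0.66, inflammatory 0.48, anti-inflammatory 0.23, adipocyte -0.78, skeletal muscle 0.49, keratinocyte -0.43, hair follicle -1.38, sebaceous gland -0.39, fibroblast 0.51 and the study's neutrophil-related genes 0.49. These tests allow for genes of a list moving together within a group. With fgsea, glycolysis and skeletal muscle lost the call, and the study's polarization genes gained it at 0.18. Without genes shared with another list, chemokines (0.33), anti-inflammatory (0.21) and sebaceous gland genes (-0.15) were not called, on fewer genes, and the study's polarization genes reversed to -0.044. The energy lists other than glycolysis and the macrophage, adipocyte, keratinocyte and fibroblast lists lost the call under no other alternative.

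The neutrophil list was called without a filter on low values (0.56), after rescaling without the most abundant genes (0.45), with median-of-ratios scaling (0.43), with quantile normalization (0.47), with estimated sample weights (0.81) and with voom at median-of-ratios library sizes (0.46). The anti-inflammatory list was not called with a pseudocount of 0.1 (0.235), a filter at 2 FPKM (0.26), rescaling to equal sums (0.23) or voom (0.24). The cause was not tested. Estimated sample weights reversed the hair follicle list to 0.20, called the wound-edge keratinocyte list at 0.63 and reversed the wnt list to 0.033; the cause was not tested. Without a filter the endothelial list reversed to 0.048 and the wnt list to 0.034, and as plain means they were 0.076 and 0.064. Single genes reversed too. Pecam1 was -0.015 with median-of-ratios scaling, -0.010 with sample weights and -0.016 with voom at median-of-ratios library sizes. Acta2 was -0.046 and -0.055 in the first and last of these.

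Single libraries moved many lists. Complex I was -0.30 and complexes II to V -0.33 without NC 1. Their ranges over the 6 fits that each left out one library were -0.70 to -0.30 and -0.68 to -0.33. The range was -1.49 to -0.80 for the mitochondrially encoded genes, -1.01 to -0.63 for the TCA cycle, -0.99 to -0.62 for fatty acid oxidation and -1.17 to -0.90 for lipid synthesis. It was 0.445 to 0.90 for macrophages, -1.16 to -0.48 for adipocytes, -0.66 to -0.28 for keratinocytes, 0.38 to 0.76 for fibroblasts and 0.27 to 0.715 for the study's neutrophil-related genes. These 11 lists kept direction and call throughout.

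Across the 6 fits that each left out one library, the change ran from -0.24 to -0.082 for glycolysis, 0.18 to 0.62 for chemokines, 0.12 to 1.00 for neutrophils, 0.23 to 0.76 for inflammatory and 0.084 to 0.37 for anti-inflammatory polarization. The anti-inflammatory list lost the call without SFRP2-siRNA 1 (0.084), without NC 3 (0.185) and without SFRP2-siRNA 2 (0.219). It ran from 0.11 to 0.83 for skeletal muscle, -0.17 to 0.73 for wound-edge keratinocytes, -2.40 to 0.54 for hair follicle, -0.59 to -0.22 for sebaceous gland, -0.27 to 0.13 for endothelial and -0.19 to 0.11 for wnt genes. It ran from 0.037 to 0.33 for the study's polarization genes, -0.078 to 0.095 for T cells and -0.009 to 0.30 for Langerhans and dendritic cells. Skeletal muscle lost the call without NC 1, NC 2 or SFRP2-siRNA 3, the sebaceous gland list without NC 3 or SFRP2-siRNA 3, and glycolysis without SFRP2-siRNA 3. Chemokines and inflammatory polarization lost it without NC 3 or SFRP2-siRNA 1. The neutrophil list gained the call without NC 1 (0.71) or SFRP2-siRNA 3 (1.00). Without SFRP2-siRNA 3 the Langerhans, wound-edge and study polarization lists gained it too. The endothelial list was called as lower without NC 3 or SFRP2-siRNA 1. The wnt list was called as lower without NC 2 or SFRP2-siRNA 3, and as higher without SFRP2-siRNA 1. The hair follicle list was called as higher without SFRP2-siRNA 1. Pecam1 ran from -0.11 to 0.31 and Krt27 from -3.55 to 0.091. The lowest chemokine, neutrophil, anti-inflammatory, Langerhans and Pecam1 values, and the highest hair follicle and Krt27 values, were those without SFRP2-siRNA 1.

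Depth limits only the low genes here, since 42.9 M to 47.1 M reads stood behind each library. Of the genes kept, 306 had a mean under 10 reads.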

Other observations

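Tests of explanations in this part were chosen after the list results were seen, apart from those of skeletal muscle, of the combined adipose, sebaceous and muscle score, and of other splits for the number of genes past the threshold. What the thermogenic, clock, fasting, cholesterol and ribosomal protein lists would show under each explanation was written before their own values were seen.

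The number of genes past the adjusted threshold was 0, with 143 at the unadjusted one. That is lower than the value quoted from the study above. The 41 higher genes and the 102 lower genes at the unadjusted threshold are lower than the values quoted from the study as well. The deposited FPKM values were tested here with limma, and the study's count test was not run.

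The groups were weighed against other ways of splitting the 6 libraries. The real split gave 0 genes past the adjusted threshold, so all 10 of the 10 splits gave as many by construction and that count tests nothing. Of the other splits, 2 gave more, 2 and 4 genes. At an unadjusted p under 0.05 without a fold-change limit, the real split gave 1533 genes and the other splits 260 to 1667, so the excess over 800 is not specific to the real split. At the unadjusted threshold 3 of the 10 splits gave as many genes as the real one, which is included in each count. With camera at its preset correlation, 3 of the 10 splits called as many energy lists, 6 called as many immune lists and 8 called as many tissue and wnt lists. Only the mean size of the changes of the energy lists, 0.73, was highest in the real split, 1 of the 10. With 10 splits the share is never under 0.1, so neither this mean size nor the counts can tell the group difference apart from chance.

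Sfrp2 was higher in the libraries labelled SFRP2-siRNA, opposite to what a knockdown of the transcript gives. More fibroblast tissue in these biopsies is a candidate explanation. With the fibroblast list score in the fit, the log2 fold change of Sfrp2 was 0.26. The same score also took away most of the macrophage change, 0.15 in place of a plain mean of 0.78, so it follows the groups and removes much else. Sfrp2 rose more than each of the 21 fibroblast list genes, the largest of which was Col3a1 at 0.98. Exchanged group labels would give the same log2 fold change of 1.45, and this value alone cannot tell them apart from a true rise. At dpi4 the study reports more staining for the proteins of Adgre1, Itgam and Nos2 in wounds given the siRNAs. These genes were higher as labelled, with log2 fold changes of 0.89, 0.96 and 0.96, and exchanged labels would reverse them. None passed adjustment, Adgre1 overlapped between the groups, and Arg1 rose by 0.97 where the study saw no change in its staining. These values lean against exchanged labels but do not exclude them. The study describes weaker SFRP2 protein staining in wounds given the siRNAs, at dpi3, where the labels of these libraries give dpi4. Whether protein fell without the transcript, or the transcript rebounded later, cannot be examined in the RNA values.

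For the fall of energy metabolism genes, several technical explanations were argued against by the values. Mean depth of the libraries labelled SFRP2-siRNA was 98.9% of NC. In 10000 random lists matched to the 166 nuclear energy genes on length, GC content and expression, the median of the mean log2 fold changes was 0.08, against a plain mean of -0.53. Ribosomal protein genes, also short and abundant, had a plain mean of 0.20, with 78 of 82 higher, and stayed above 0 under each scaling. Abundant transcripts that take more of the NC libraries would lower other genes there, which cannot give a fall of complex I. Rescaling without the most abundant genes left its plain mean at -0.53, against -0.43 as deposited. That rescaling also moved the median of all genes from 0.125 to 0.051. Relative to the median, complex I was -0.58 and -0.56, so the rescaling itself decides nothing. Skeletal muscle is rich in mitochondria, but its list did not fall: the plain mean was 0.61, although its groups overlapped (exact permutation p 0.4). The combined adipocyte, sebaceous and muscle score left the plain mean of complex I at -0.45, against -0.43 without it. That test decides nothing, because muscle rose while adipocyte genes fell and the score hardly differed between the groups. With the adipocyte score alone, the plain mean of complex I was -0.25 with a fry p of 0.481. Fewer adipocytes and lower expression thus cannot be told apart for this list. Lipid synthesis stayed at a plain mean of -0.68, against -0.90 without the score, with a fry p of 0.0108. The same fit moved unrelated lists far as plain means, with hair follicle going from -1.26 to -4.28. Skeletal muscle went from 0.61 to -0.19 and neutrophil from 0.58 to 1.34. The adipocyte fit is thus unstable, and it cannot tell whether fewer adipocytes were the whole cause for lipid synthesis.

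A list of thermogenic genes, active in brown and beige fat and without genes of the other lists, was tested for one kind of tissue. It included Cox8b and Cox7a1, which encode respiratory chain subunits. A fall of respiratory genes alone would thus lower part of its score, so the list is not a readout of tissue only. Of its 15 genes 13 were tested and 12 were lower, the plain mean was -1.08, and the groups did not overlap (exact permutation p 0.1, the smallest possible). The value ran from -1.21 to -1.01 over 4 scalings and from -1.30 to -0.84 when each library was left out. Ucp1, its best known member, had 1061, 615.4 and 314.5 FPKM in NC 1, 2 and 3. It had 156.6, 39.9 and 19.1 FPKM in the libraries labelled SFRP2-siRNA, a log2 fold change of -3.55 (SE 0.79, adjusted limma p 0.518). Letmd1, Kcnk3, Otop1, Cox8b and Cox7a1 fell by 1.23 to 2.10 on the log2 scale. Among genes that mark the lineage of such fat, Zic1 rose by 0.33 with groups that did not overlap. It had 1.565 ± 0.27 FPKM in NC and 2.23 ± 0.40 in the libraries labelled SFRP2-siRNA. The groups were close, with NC 1 at 1.74 and SFRP2-siRNA 3 at 1.77. Prdm16 and Ebf2 changed by -0.38 and -0.29 with overlap. Prdm16 had 1.07 ± 0.31 FPKM in NC and 0.60 ± 0.25 in the libraries labelled SFRP2-siRNA, and Ebf2 had 2.0 ± 0.6 and 1.4 ± 0.4. The scale understates change at such low values, so whether these genes followed less than Ucp1 is uncertain. The NC libraries are ordered alike by Ucp1 and by the mitochondrially encoded share, but the libraries labelled SFRP2-siRNA 2 and 3 are in opposite order, with shares of 11.8% and 13.8%. With the thermogenic score in the fit, the plain mean of complex I was 0.15 and no longer lower. The plain means of the TCA cycle and lipid synthesis were -0.11 and -0.41. The score separates the groups by itself, and the same fit moved unrelated lists far: skeletal muscle from 0.61 to -1.05, neutrophil from 0.58 to 1.94 and hair follicle from -1.26 to -5.35 as plain means. This fit is unstable, so for complex I less of such fat and lower expression cannot be told apart. Lipid synthesis was still lower, with a fry p of 0.113, so for that list the contribution of such fat cannot be told apart from a further fall. As a hypothesis, the NC biopsies may have held more brown or beige fat, or fat with a more active thermogenic programme, and this may account for part of the fall in mitochondrial genes. The rise of Zic1 goes against more fat of this kind, but its values were low as well. Zic1, Prdm16 and Ebf2 thus do not decide it. Whether a difference in such fat came from where tissue was taken or from the treatment was not tested. A biological effect of the siRNA stays open.

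Other explanations of the fall in lipid synthesis genes were tested. A general fall of sterol-regulated genes as large as that of lipid synthesis was argued against. The 15 cholesterol synthesis genes had a plain mean of -0.016, with 9 higher and 6 lower, against -0.90 for lipid synthesis. With median-of-ratios scaling these means were -0.16 and -1.05. A smaller fall cannot be excluded, since the groups overlapped (exact permutation p 0.9). Collection at another time of day may shift clock genes. The 10 clock genes that peak together had a plain mean of -0.13 and the 6 in antiphase 0.15, in opposite directions, but the groups overlapped in both (exact permutation p 0.3 each), so this cannot be told apart from the group difference. Less feeding before collection may also lower lipid synthesis. The 12 fasting-induced genes had a plain mean of 0.10 with an exact permutation p of 0.2, and changed sign with median-of-ratios scaling (-0.05), so this stays open too.

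SFRP2-siRNA 1 stood apart from the other libraries, at 73.1 on the first principal component against at most 3.4, and that component held 51.4% of the variance. Its hair follicle genes were nearly absent. Krt27 had 3.20 FPKM there and 293.7 to 739.9 in the other 5 libraries, and Krt71 had 6.17 FPKM against 744.2 to 1591. Lower depth was argued against by its 42.9 M reads, close to the other libraries. Less epidermis of every kind was argued against as well. Its keratinocyte list score was lower than the mean of the other libraries by only -0.41 and within their range, where the hair follicle score differed by -5.42, and Krt14 was highest there at 3930 FPKM. A biopsy with few growing follicles is a candidate explanation that was not tested further. The same library had the highest score of the 6 in each of the 7 immune lists, so its make-up bears on those comparisons.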
